# Pubertal and adult windows of susceptibility to a high animal fat diet in *Trp53-null* mammary tumorigenesis

**DOI:** 10.18632/oncotarget.13112

**Published:** 2016-11-04

**Authors:** Yirong Zhu, Mark D. Aupperlee, Yong Zhao, Ying Siow Tan, Erin L. Kirk, Xuezheng Sun, Melissa A. Troester, Richard C. Schwartz, Sandra Z. Haslam

**Keywords:** dietary animal fat, breast cancer, puberty, adulthood, Trp53-null

## Abstract

Premenopausal breast cancer is associated with increased animal fat consumption among normal weight, but not overweight women (Farvid et al., 2014). Our previous findings in obesity-resistant BALB/c mice similarly showed promotion of carcinogen-induced mammary tumorigenesis by a diet high in saturated animal fat (HFD). This effect was specific to pubertal versus adult HFD. This study identifies the effects of HFD during puberty versus adulthood in *Trp53-null* transplant BALB/c mice and investigates its mechanism of enhancing tumorigenesis. Either pubertal or adult HFD is sufficient to increase incidence of *Trp53-null* mammary tumors. Puberty-restricted HFD exposure promoted tumor cell proliferation, increased angiogenesis, and increased recruitment of total and M2 macrophages in epithelial tumors. Adult-restricted exposure to HFD similarly increased proliferation, angiogenesis, recruitment of total and M2 macrophages, and additionally reduced apoptosis. Adult HFD also increased incidence of spindle cell carcinomas resembling claudin-low breast cancer, and thus adult HFD in the *Trp53-null* transplantation system may be a useful model for human claudin low breast cancer. Importantly, these results on *Trp53-null* and our prior studies on DMBA-induced mammary tumorigenesis demonstrate a pubertal window of susceptibility to the promotional effects of HFD, indicating the potential of early life dietary intervention to reduce breast cancer risk.

## INTRODUCTION

Effective prevention strategies are needed to combat breast cancer. Lifestyle modifications, especially changes in diet, have been heavily investigated as potential preventative measures. Some studies reported that a western diet, rich in saturated fat, is associated with increased breast cancer risk [1]. However, meta-analyses examining the association of total fat and saturated fat intake with breast cancer risk are inconsistent, partly because of differences in study design, dietary classification, dietary assessment at the time of cancer diagnosis, and varied baseline breast cancer incidence among the diverse populations studied [2–6]. The interaction of fat intake with breast cancer risk may also be subtype specific [7]. While high fat diet (HFD) often leads to obesity, a recent analysis of the Nurses' Health Study II identified consumption of a high animal fat diet in early adulthood to increase pre-menopausal breast cancer risk only in normal weight women, suggesting that dietary effects in tumor promotion may be obesity independent [8].

Human and rodent models have demonstrated that the mammary gland is sensitive to environmental and dietary influences during puberty [9, 10]. We previously reported that life-long exposure to HFD initiated in puberty compared to a life-long low fat diet (LFD) [11] or HFD restricted to puberty [12] similarly reduced the latency of 7,12-dimethylbenz[a]anthracene (DMBA)-induced tumors. Mice overexpressing *HER2/neu* had increased development of second tumors when HFD was introduced in pubertal mice at 4 weeks of age [13], but tumor incidence was not affected when HFD was introduced to adult mice at 10 weeks of age [14], again suggesting the importance of timing in HFD exposure. In this regard, the human epidemiological study by Linos et al. [15] specifically indicates adolescent exposure to total dietary fat as a risk factor for premenopausal breast cancer, while not finding a significant association with subtypes of fat.

DMBA must be introduced to mice during puberty to efficiently initiate mammary tumors. In our prior studies [12], some of the effects of pubertal HFD observed in the pre-tumor mammary gland were only evident if the mice also received pubertal DMBA exposure. To circumvent the potential confounding interaction of pubertal HFD with pubertal DMBA exposure, the present study investigated the effects of pubertal versus adult exposure to HFD on mammary tumorigenesis in obesity resistant BALB/c mice, using the *Trp53-null* transplantation model. *Trp53* is one the most frequently mutated genes in human breast cancer [16, 17]. We found in this model that both pubertal and adult life stages were susceptible to the promotional effects of HFD. Puberty-restricted HFD exposure promoted tumor cell proliferation, increased angiogenesis, and increased recruitment of total and M2 macrophages in epithelial tumors, similarly to adult-restricted exposure to HFD. Adult HFD exposure uniquely increased the occurrence of estrogen and progesterone receptor negative (ER- PR-), poorly differentiated spindle cell carcinomas. These findings further implicate HFD as a risk factor in the occurrence of mammary cancer.

## RESULTS

### Either pubertal or adult exposure to HFD promotes tumorigenesis

In our previous studies in the DMBA mammary tumorigenesis model [11, 12], we observed key differences in the properties of early versus late occurring tumors in response to dietary regimen. Kaplan-Meier analysis revealed that the one-year mammary tumor incidence in mice receiving *Trp53-null* mammary transplants (Figure 1A) was significantly increased by puberty-restricted HFD (HFD-LFD, 39%; 2.2-fold; p=0.042), as well as by adult-restricted HFD (LFD-HFD, 47%; 2.6-fold; p=0.009) compared to LFD (17%). Continuous HFD also caused a 1.7-fold increase in tumor incidence by one year of age, but the difference did not reach statistical significance (HFD 31%; p=0.16). Following tumor development up to 500 days of age at the end of the study (Figure 1B) showed tumor incidence was increased by continuous HFD (HFD, 81%; 1.8-fold; p=0.046) and adult-restricted HFD (LFD-HFD, 89%; 2-fold; p=0.006) compared to continuous LFD (54%); the tumor promotional effects of puberty-restricted HFD (HFD-LFD, 70%; 1.6-fold; p=0.13) were less dramatic when viewed over the longer time course and also showed a trend toward increased tumor incidence. Kaplan-Meier analysis found no significant differences in tumor latency by diet treatments (data not shown).

**Figure 1:**
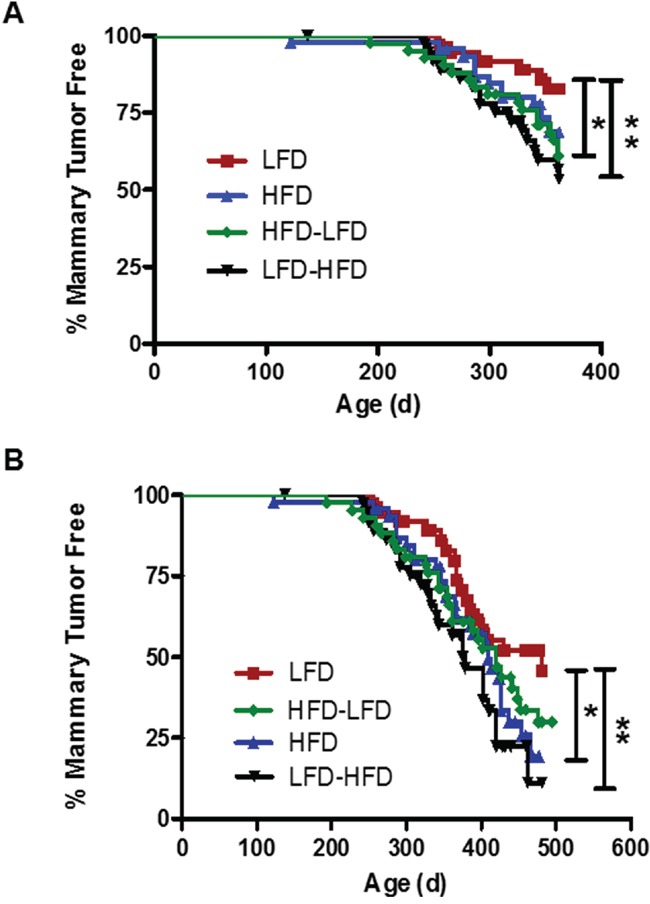
The effect of the various dietary regimens on the number of tumor-free mammary glands over time Kaplan-Meier plots were determined for BALB/c mice receiving *Trp53-null* mammary transplants and fed a lifelong LFD (LFD; n= 37 glands), a lifelong HFD (HFD; n= 46), a puberty-restricted HFD (HFD-LFD, n=42), and an adult-restricted HFD (LFD-HFD, n=38). **A.** The number of tumor-free mammary glands over one year was significantly reduced in mice fed HFD-LFD and LFD-HFD. (Log-rank tests, LFD vs. HFD, p = 0.158; LFD vs. HFD-LFD, *, p = 0.042; LFD vs. LFD-HFD, **, p = 0.009). **B.** The number of tumor-free mammary glands over 500 days was significantly reduced by HFD and LFD-HFD, but not HFD-LFD. (Log-rank tests, LFD vs. HFD, *, p = 0.046; LFD vs. HFD-LFD, p = 0.131; LFD vs. LFD-HFD, **, p = 0.006).

### Tumor characteristics

Tumors of multiple histopathologic types (Figure 2) developed in *Trp53-null* mammary transplants. Regardless of the diet treatment, the majority of tumors were epithelial in composition. However, some of the tumors were poorly differentiated spindle cell carcinomas. LFD-HFD mice had a significantly increased number of spindle cell carcinomas per transplant compared to mice on other dietary regimens (p=0.02) (Figure 2A). The majority of the epithelial tumors (63-82% among the dietary regimens) were ER- PR- and did not vary significantly by histological type or diet treatment, and all spindle cell tumors were ER- PR- (Supplementary Table S1). The majority of the spindle cell tumors also lacked expression of keratins 5 and 18, markers of luminal differentiation (data not shown).

**Figure 2:**
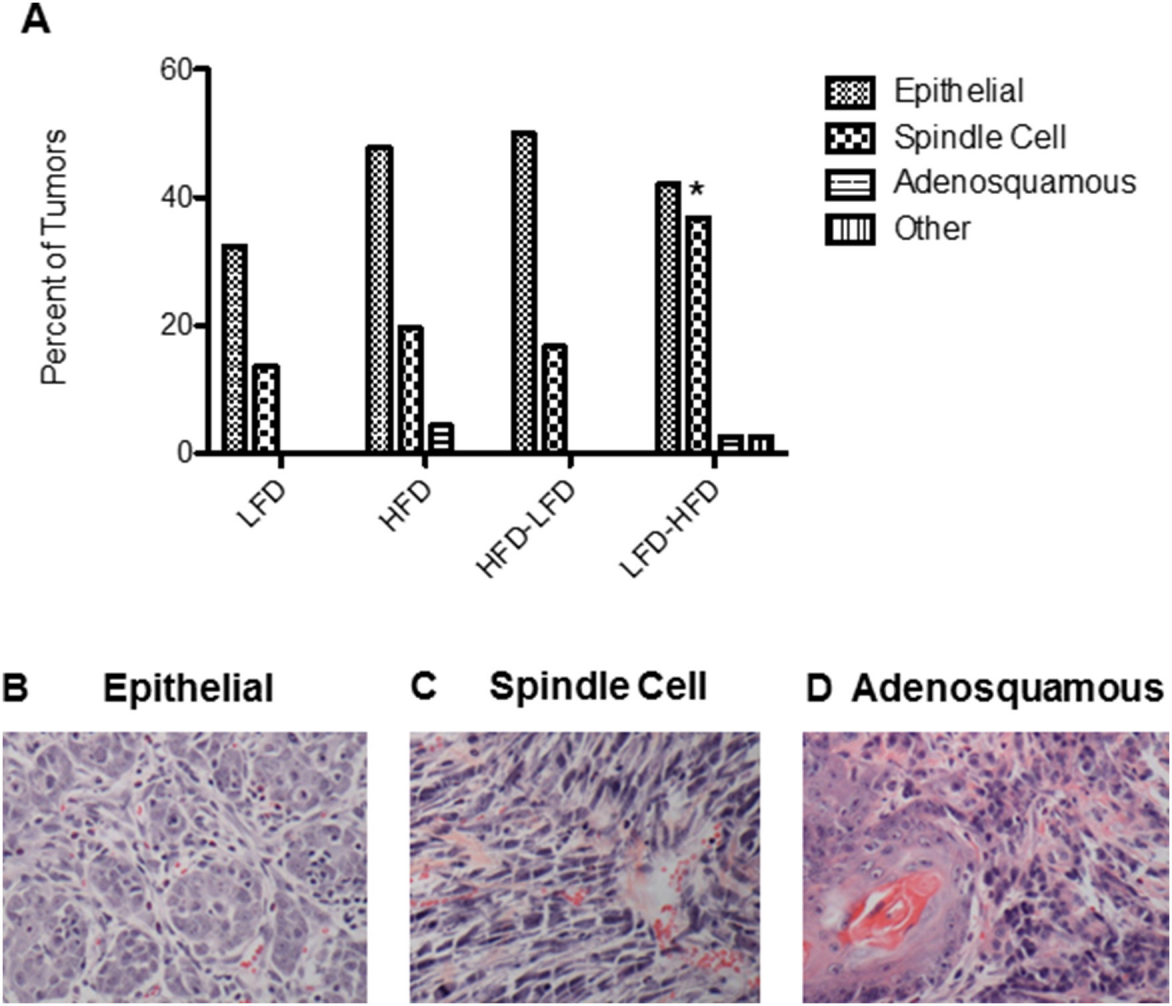
Proportions of tumors by histopathology across the different dietary regimens in BALB/c mice receiving *Trp53-null* mammary transplants **A.** LFD-HFD increased the proportion of spindle cell carcinomas by 2.7-fold compared to LFD (p = 0.02). **B-D.** Representative H&E stained sections of epithelial, spindle cell and adenosquamous tumors. Scale bar = 0.25mm.

In quantifying various properties of the tumors in the current study, in addition to comparisons between tumors arising under the four dietary regimens, we compared early (<52 weeks latency; mean latency 42 weeks, 6.7 weeks SD) versus later occurring (≥52 weeks; mean latency 59 weeks, 4.3 weeks SD) epithelial tumors. This separation into early versus late developing tumors distinguished between the time period where mice fed HFD-LFD showed significantly higher tumor incidence and the longer time period where significance was not observed (see Figure 1). We also compared epithelial tumors to spindle cell tumors. For the latter group, we did not distinguish between early and late occurring tumors because of the limited number of tumors.

Since uncontrolled proliferation and escape from apoptosis are hallmarks of cancer, we measured tumor cell proliferation and apoptosis by quantifying nuclear localization of proliferating cell nuclear antigen (PCNA) and terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL), respectively. ANOVA (Supplementary Table S2) found that dietary effects on proliferation were significant, whether examining both epithelial and spindle cell tumors or epithelial tumors alone. While time of epithelial tumor onset and identification as a spindle cell tumor were not significant in regard to proliferation, a significant interaction was found between diet and time of epithelial tumor onset. HFD, HFD-LFD, and LFD-HFD mice all exhibited significantly increased proliferation in late occurring epithelial tumors (2.2 to 2.6-fold) and HFD and HFD-LFD spindle cell tumors (1.6 to 2.0-fold) compared to tumors from LFD mice (Figure 3A). In early occurring epithelial tumors, increased proliferation was observed for HFD-LFD and LFD-HFD mice, but not for HFD mice. To see if enhanced proliferation was specific to tumor cells, we also measured the effect of diet on proliferation in normal *Trp53-null* transplanted tissue. No significant effects on proliferation were observed in normal tissue of 19-week old mice, prior to the appearance of any tumors (data not shown). ANOVA (Supplementary Table S2) found that dietary effects on apoptosis were significant when examining both epithelial and spindle cell tumors. An interaction between diet and time of epithelial tumor onset approached significance (p=0.09). Apoptosis was significantly decreased in HFD and LFD-HFD mice (Figure 3B).

**Figure 3:**
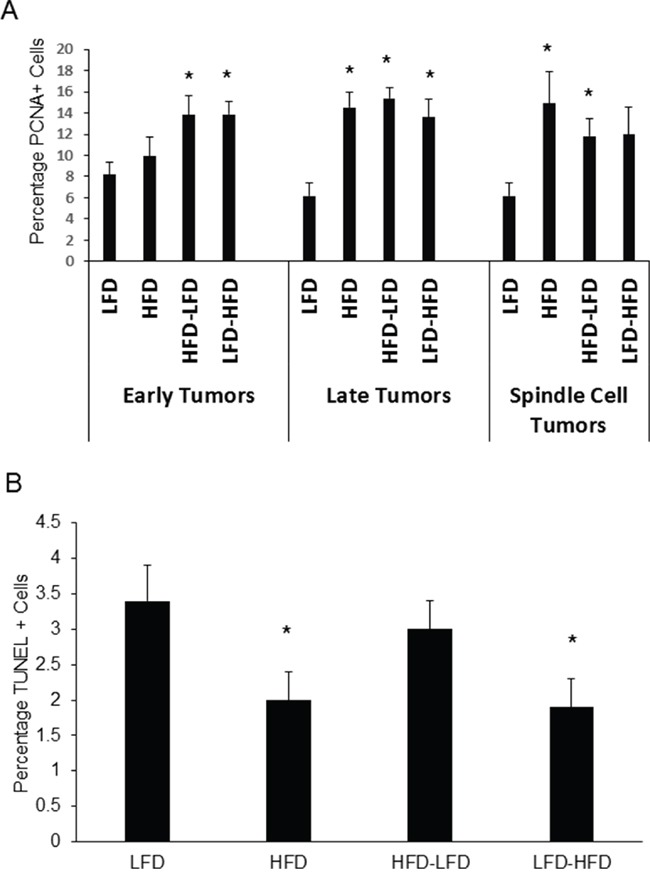
Effects of various dietary regimens on tumor proliferation and apoptosis **A.** HFD at any life stage tended to increase expression of the proliferation marker PCNA in late occurring epithelial and spindle cell tumors (*, p < 0.05). LFD versus LFD-HFD in spindle cell tumors, p = 0.067. LFD versus HFD in early occurring epithelial tumors was not significant. Tumors are grouped by epithelial and spindle cell histology. Epithelial tumors are additionally grouped by latency: early tumors had latencies less than one year; late tumors had latencies of one year or greater. Early tumors: LFD (n=5); HFD (n=8); HFD-LFD (n=6); LFD-HFD (n=8). Late tumors: LFD (n=5); HFD (n=5); HFD-LFD (n=6); LFD-HFD (n=3). Spindle cell tumors: LFD (n=5); HFD (n=5); HFD-LFD (n=6); LFD-HFD (n=6). **B.** Lifelong HFD (HFD) and adult-restricted HFD (LFD-HFD), irrespective of either latency or histopathology, decreased apoptosis as measured by TUNEL labeling (*, p < 0.05). LFD (n=15); HFD (n=18); HFD-LFD (n=18); LFD-HFD (n=17).

Because HFD was associated with increased angiogenesis in DMBA-induced tumors, we analyzed intra-tumoral vascularization with the endothelial cell marker, CD31. ANOVA (Supplementary Table S2) found that dietary effects on vascularization were significant, whether examining both epithelial and spindle cell tumors or epithelial tumors alone. Further, time of epithelial tumor onset and identification as a spindle cell tumor were also significant in regard to vascularization, but epithelial tumor onset by itself was not significant, indicating that spindle cell tumors differed from epithelial tumors. No significant interaction was observed between diet and time of epithelial tumor onset and identification as a spindle cell tumor. Epithelial tumors on all regimens that included HFD showed significant 1.6 to 1.7-fold increased vascularization compared to mice fed LFD (Figure 4A). Among spindle cell tumors, only those occurring in HFD mice showed an increase in vascularization that approached significance (p=0.06). Spindle cell tumors showed significant 1.3-fold increased vascularization compared to epithelial tumors (Figure 4B). No significant effects on vascularity were observed in normal tissue of 19-week old mice, prior to the appearance of any tumors (data not shown).

**Figure 4:**
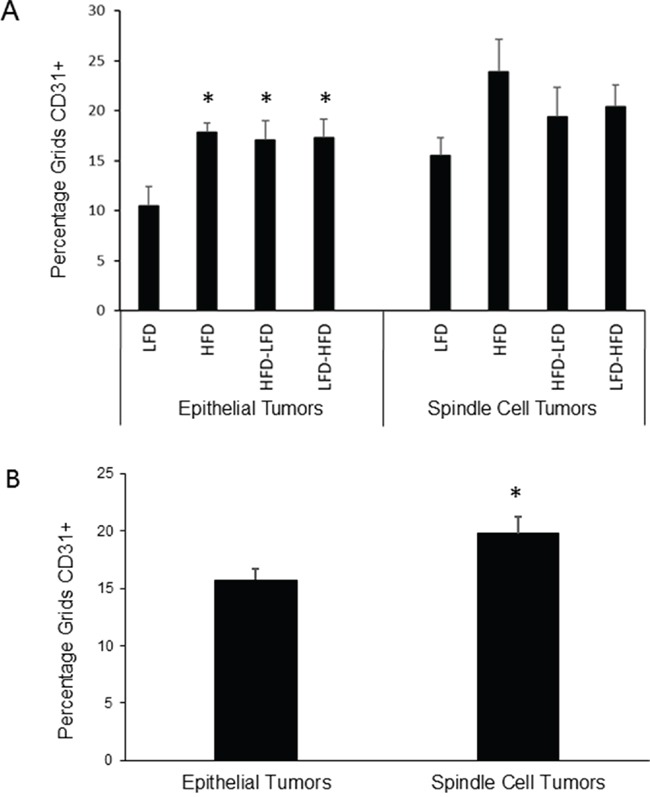
Effects of dietary regimens on tumor vascularity **A.** Among epithelial tumors, HFD at any life stage tended to increase blood vessel density as measured by CD31 staining (*, p<0.05). No significant effects were observed among spindle cell tumors. Epithelial tumors: n=8 for each dietary group. Spindle cell tumors: n=4 for each dietary group. **B.** Spindle cell tumors were more vascularized than epithelial tumors (*, p<0.05). Epithelial tumors: n=32; Spindle cell tumors: n=16.

Macrophages play important roles in normal mammary development and tumorigenesis [18, 19]. We examined both intra-tumor macrophage (F4/80+) localization and the extent of M2 (i.e., Arginase 1 positive (Arg1+)) polarization in these macrophages. ANOVA (Supplementary Table S2) found that dietary effects on both total and M2 macrophage levels were significant, whether examining both epithelial and spindle cell tumors or epithelial tumors alone. While time of epithelial tumor onset and identification as a spindle cell tumor were not significant in regard to macrophage levels, an interaction approaching significance was found between diet and time of epithelial tumor onset for total macrophages (p=0.09). Among epithelial tumors, significantly increased numbers of total (Figure 5A) and M2 (Figure 5B) macrophages were observed under all diet regimens that included a period of HFD exposure compared to continuous LFD. There were no significant dietary effects among spindle cell tumors (data not shown). The majority of macrophages were Arg1- (i.e., likely M1, classically activated) in all tumors across all diet treatments (data not shown). While HFD-related increases in total macrophages ranged from 1.7 to 2.3-fold, it is noteworthy that increases in M2 macrophages ranged from 2.8 to 6.8-fold (HFD-LFD: 6.8-fold; LFD-HFD: 3.7-fold; HFD: 2.8-fold). At 19-weeks of age, HFD-LFD mice showed a 1.9-fold increase (p=0.091) in the number of macrophages in normal mammary gland over that found for LFD mice (Supplementary Figure S1). The overwhelming majority (85 to 91%) of these macrophages were of a M2 phenotype (data not shown).

**Figure 5:**
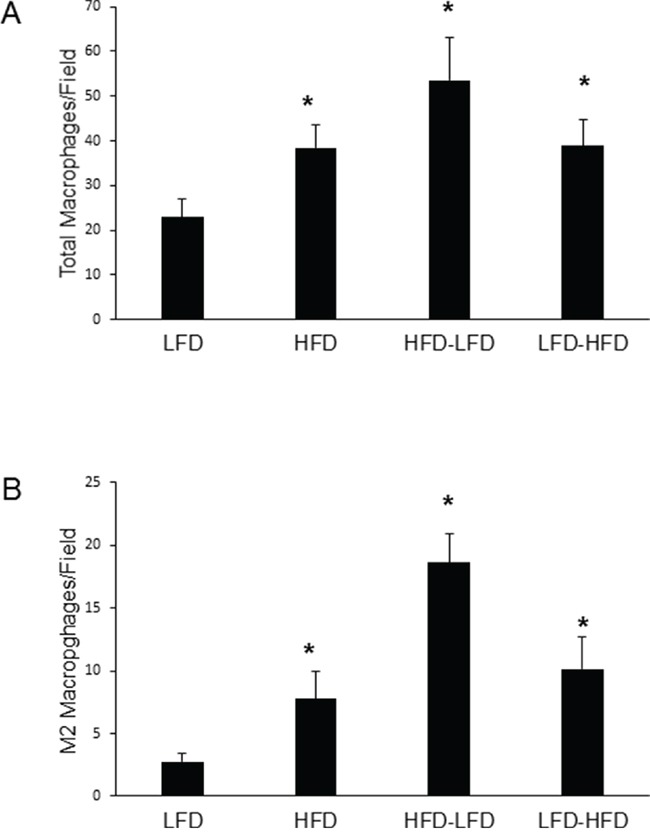
Quantitation of macrophages within epithelial tumors **A.** HFD at any life stage increased total macrophages as measured by F4/80 staining (*, p<0.05). **B.** HFD at any life stage increased M2 macrophages as measured by F4/80-Arg1 double staining (*, p<0.05). For both panels A and B, LFD (n=9); HFD (n=9); HFD-LFD (n=8); LFD-HFD (n=8).

### Microarray analysis of gene expression in tumors

The tumor samples from the individual dietary regimens did not show significant gene expression changes according to specific dietary regimen, due to small sample size (n=8 for epithelial tumors, n=3 for spindle cell carcinomas; data not shown). 

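Gene expression was measured on 41 2-color microarrays, each with the RNA of 1 tumor against Universal Mouse Reference RNA, a pool of RNA from mouse cell lines. The epithelial tumors numbered 29, with 8 from LFD, 8 from HFD, 7 from HFD-LFD and 6 from LFD-HFD mice, and the spindle cell tumors numbered 12, with 3 from each regimen. Of the epithelial tumors, 14 were early and 15 late, and of the spindle cell tumors 3 were early and 9 late, with 52 weeks as the limit between them. The authors deposited the scanner intensities of 43020 spots per array and a matrix of processed log2 ratios. Here the intensities were background corrected by limma's normexp method with an offset of 50 and loess normalized within each array. Probes with a signal over 10 in both channels on at least 80% of arrays were kept, which left 32125 of 39429 probes and 24557 genes, each represented by its probe of highest mean signal. Spots that the scanner software marked as outliers were left missing. The share of spots well above background in the tumor channel ranged from 52.4% to 94.9% with a median of 73.8% in epithelial tumors, and from 59.1% to 72.7% with a median of 65.95% in spindle cell tumors, and the number of arrays limits the precision. The methods give Cy5 for the reference, whereas the sample labels give Cy5 for the tumor. Checks of the channels were set before the data were examined. The Y-linked genes, which female tumors lack, were brighter in Cy3 on all 41 arrays in the median over their probes, by between -0.76 and -0.02 as log2 of Cy5 over Cy3, and over all arrays the Cy3 channel varied less, with a median standard deviation of 0.31 against 0.463. Ratios were therefore taken as Cy5 over Cy3, tumor over reference. Taken array by array, the Cy5 channel did not deviate more from the other arrays on 3 of the 41, tumors 42L4B, 60L and M86R. In checks added afterwards, the Y-linked genes Ddx3y and Eif2s3y were brighter in Cy3 on 41 arrays, and each array's ratios correlated with the mean of the other arrays across genes at an r of 0.55 to 0.957. For 3 HFD epithelial tumors on 1 slide the deposited scanner files and the deposited matrix carry different labels. The matrix column of 40R4A matched the scanner file of 57R, that of 57R matched the file of 65R, and that of 65R matched the file of 40R4A, with r between 0.965 and 0.968 across probes, against 0.759 to 0.837 for the file of the same label. The labels of the scanner files were used, and under those of the matrix 1 early and 1 late tumor change places. All spindle cell tumors were scanned in a session and on a scanner of their own, so histology and scan session cannot be told apart. The arrays came on 11 slides of up to 4. Of the 8 slides with epithelial tumors, 7 held 1 regimen only, 5 held 1 regimen and onset group only, and 3 slides with 12 tumors held both early and late ones. Slide is therefore largely tied to regimen and onset, and the slide of the 3 tumors with differing labels is among those 3. The target of the knockout, Trp53, was well above background in every tumor on its single probe, with log2 ratios from -1.33 to 1.41 in epithelial and from -0.17 to 1.35 in spindle cell tumors. The recipient mice were wild type, and 1 probe cannot tell transcript of a disrupted gene from that of host cells. These values therefore do not test the knockout.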

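Among the 29 epithelial tumors, 131 genes differed between the 4 dietary regimens at an adjusted p under 0.10 (limma's F-test with Benjamini-Hochberg adjustment over 24557 genes). With slide as a random block, 13 genes did. Of the 6 pairwise contrasts, HFD-LFD against LFD gave 253 genes, LFD-HFD against LFD gave 6 and HFD against LFD gave 2, and the rest of the 383 calls fell in LFD-HFD against HFD. Among the 12 spindle cell tumors, 0 genes passed the same threshold with limma, 1049 had an unadjusted p under 0.05, and the SAM statistic called 1 gene. With each spindle cell tumor left out in turn, between 0 and 13 genes passed, and the 13 were found without tumor M18L of the LFD group.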

Considering pubertal HFD exposure, a microarray analysis comparing HFD + HFD-LFD versus LFD + LFD-HFD tumors (false discovery rate (FDR)=0.10) identified 55 upregulated genes (GEO: GSE74294), but no significant canonical pathways or molecular functions were identified (data not shown). 

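The pubertal comparison set 21 HFD and HFD-LFD tumors against 20 LFD and LFD-HFD tumors. With limma, 1 gene was higher and 1 lower at an adjusted p under 0.10. Spats2 (probe on chromosome 15 of NCBI37/mm9, 99042754 to 99042813) had a log2 ratio of 0.70 ± 0.45 (SD, n = 21) after pubertal HFD and 0.05 ± 0.33 (SD, n = 20) without it, a log2 difference of 0.65 (standard error 0.12, adjusted p = 0.0504). Wdr20a (probe on chromosome 12, 112032937 to 112032996) had 0.10 ± 0.27 (SD, n = 21) and 0.56 ± 0.25 (SD, n = 20), a log2 difference of -0.46 (standard error 0.08, adjusted p = 0.0496). Neither gene passed from the scanner software's processed signals (adjusted p = 0.318 and 0.295), from the authors' matrix (adjusted p = 0.234 and 0.1) or with slide as a random block (adjusted p = 0.356 for both). The SAM statistic, the test of the paper's methods, called 71 genes higher and 1 lower at the same false discovery rate. Among 100 splits of the 41 tumors into groups of the same sizes, the real one included, 14 gave at least as many SAM calls. These splits did not keep the histologies balanced between the groups, as the real grouping does. They can pick up the difference between the histologies, so they cannot decide on chance. In the 29 epithelial tumors alone limma called 249 genes higher and 104 lower, and with slide as a random block in those tumors 0 and 0.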

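The 14 early epithelial tumors were compared with the 15 late ones. Limma called 1 gene higher and 0 lower in early tumors at an adjusted p under 0.10, and 2104 of 24557 genes had an unadjusted p under 0.05. The gene, listed as E130104P22Rik and named here after its value was seen, was higher by 0.94 on the log2 scale (standard error 0.15, adjusted p = 0.0182). It was no longer called under the matrix labels of the 3 disputed HFD tumors, nor without those 3 tumors. The SAM statistic moved the count most among the alternatives set beforehand, to 147 genes, of which 19 were lower in early tumors. Among all 41 tumors and among the 12 spindle cell tumors limma called 0 genes, with 1297 and 314 at an unadjusted p under 0.05, and the SAM statistic called 5 and 0.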

Comparison of early occurring epithelial tumors to late occurring epithelial tumors (FDR=0.10), irrespective of diet, identified a number of differentially regulated molecular functions (Supplementary Table S3). The three most statistically significant were “Immunological Disease: systemic autoimmune syndrome” (p=9.18E-13), “Endocrine System Disorders, Gastrointestinal Disease, Immunological Disease, Metabolic Disease: insulin-dependent diabetes mellitus” (p=8.51E-14), and “Endocrine System Disorders, Gastrointestinal Disease, Metabolic Disease: diabetes mellitus” (p=9.18E-13). 

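The genes that Table S3 lists under systemic autoimmune syndrome were followed as a set, with 24 genes matched on the arrays. All 24 were higher in early than in late epithelial tumors, with a median log2 difference of 0.87 (n = 14 and n = 15 tumors; fry, p = 0.000274, adjusted p = 0.00282 over 16 lists). Camera gave p = 3.11e-24 with a preset correlation between genes and p = 0.00219 with an estimated one (n = 14 and n = 15). The study chose these genes on the same tumors, so the test is not independent evidence. None of the 24 passed an adjusted p under 0.10 over all genes, and 20 did when adjusted over the list alone. A list of 30 interferon-induced genes outside Table S3, written before the data were examined, was higher in all 30 genes, with a median of 0.58 (n = 14 and n = 15; fry, p = 0.0143), but did not pass after adjustment over the lists (adjusted p = 0.0572). With slide as a fixed block the contrast rests on the 12 tumors of the 3 slides that held both early and late ones. The medians were then 0.60 and 0.61, and 22 of the 24 and 30 of the 30 genes were higher. Neither list passed, with a fry p of 0.0826 and 0.131. On the slide of 56R, 62L, 80L and 92R the late tumors were HFD and the early ones LFD-HFD. Onset cannot be told from regimen on that slide. With slide as a random block the Table S3 list had a median of 0.84 and a fry p of 0.00103. Under the matrix labels of the 3 disputed tumors the median of the Table S3 list was 0.93. Irgm1, which Table S3 lists among the molecules of down-regulated functions, had a log2 difference of 1.11 (standard error 0.26, adjusted p = 0.25). The mean log2 ratio over the 24 genes was 2.20 ± 0.65 (SD, n = 14) in early and 1.38 ± 0.40 (SD, n = 15) in late tumors, and the groups overlapped, from 0.80 to 3.06 and from 0.66 to 1.87. From these molecular functions, the paper states in its discussion that the genes are more generally associated with autoimmune activity.

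**Figure D1:**
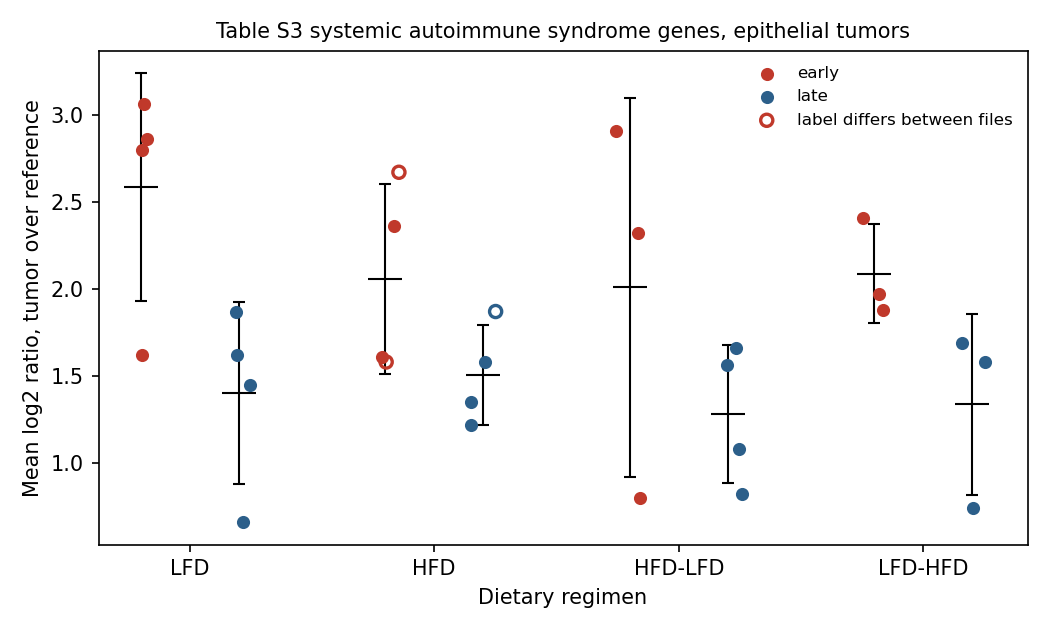
Mean log2 ratio of tumor over reference for the 24 matched Table S3 systemic autoimmune syndrome genes, with 1 point per epithelial tumor, by dietary regimen and onset. Horizontal marks and bars give the mean and the SD of each group, and open circles mark the 3 tumors whose label differs between the deposited files. Early tumors range from 0.80 to 3.06 and late tumors from 0.66 to 1.87.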

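Spindle cell tumors (n = 12) were compared with epithelial tumors (n = 29). Limma called 1716 genes higher and 1998 lower in spindle cell tumors at an adjusted p under 0.05. Centring each array on its median in place of loess changed the split to 3258 higher and 349 lower, and with slide as a random block the counts were 1074 and 1071. No scan session held tumors of both histologies, so these counts include any difference between sessions. In 33.4% of the called genes the reference channel, which holds 1 RNA on every array, differed more between the groups than the tumor channel did. The largest differences among genes called higher were as follows. Olfr1382 (probe on chromosome 11 of NCBI37/mm9, 49349519 to 49349578) had a log2 ratio of 3.62 ± 1.14 (SD, n = 3) in spindle cell and 0.28 ± 0.18 (SD, n = 29) in epithelial tumors, a log2 difference of 3.34 (standard error 0.21, adjusted p = 2.79e-13), and was well above background in 27 of the epithelial tumors. Its spots on the arrays of the other 9 spindle cell tumors were marked as outliers and left missing. Limma fits 1 variance per gene to both groups, so the standard error and p of Olfr1382 do not measure the spread of its 3 spindle cell values. Olfr160, Prl2c5, Vmn1r236 and D130043K22Rik followed, with log2 differences of 3.30, 2.61, 2.57 and 2.23, and were well above background in 20, 25, 20 and 20 of the 29 epithelial tumors. Their values come from 6, 12, 7 and 10 of the 12 spindle cell tumors. The sizes and their order depend on the processing. From the scanner software's processed signals the differences of Olfr1382, Olfr160, Prl2c5, Vmn1r236 and D130043K22Rik were 5.90, 7.13, 2.88, 5.21 and 4.28, and of these genes Prl2c5 alone has values in the authors' matrix, with 2.62. Mia1 (probe on chromosome 7, 27964763 to 27964822) was lower, with -0.63 ± 2.37 (SD, n = 12) against 1.75 ± 1.31 (SD, n = 28), a log2 difference of -2.37 (standard error 0.57, adjusted p = 0.0031). 3110079O15Rik, Id4, Atp1b1 and Shisa2 had log2 differences of -2.12, -2.08, -2.01 and -1.99. With slide as a random block 3110079O15Rik and Id4 were no longer called (adjusted p = 0.0957 and 0.0506). Lists of cell type genes written before the data were examined moved as sets. The mesenchymal genes had a median log2 difference of 0.765 (fry, adjusted p = 0.00149 over the lists) and the claudin-low epithelial genes one of -0.76 (fry, adjusted p = 0.0345), with 0 of those 10 genes called alone. Centring each array on its median gave 1.22 and -0.445, while the median of all genes moved from -0.034 to 0.105. With camera and an estimated correlation between genes the mesenchymal list had p = 0.0224 and the claudin-low list p = 0.202 (n = 12 and n = 29).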

Comparison of spindle cell tumors to the various epithelial tumors (FDR=0.05) revealed 1594 significantly upregulated and 1840 significantly downregulated genes (GEO: GSE74294), but no significant canonical pathways were identified and, while some significantly upregulated molecular functions were identified, none of these molecular functions had levels of significance approaching those of molecular functions identified in the comparison of early to late epithelial tumors (data not shown).

### Dietary effects on metabolic parameters

BALB/c mice were previously reported to be obesity resistant on HFD [11]. In the present study, we observed modest weight gain in HFD and LFD-HFD mice (Figure 6). However, the weight gain was neither correlated with altered non-fasting plasma glucose levels (Figure 7A) nor non-fasting plasma insulin levels (Figure 7B) in tumor-bearing mice. As the mice aged, there was a trend towards increased plasma glucose levels, but not plasma insulin levels, in all diet groups (data not shown). In 19-week old mice, prior to the appearance of any tumors, glucose and insulin levels were similar between dietary groups (Supplementary Figure S2).

**Figure 6:**
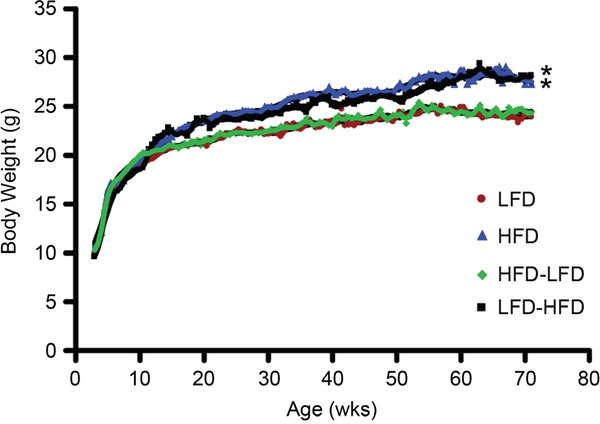
Body weight over time Mice fed lifelong HFD had increased body weight compared to mice fed lifelong LFD after 7 weeks on diet, while adult-restricted HFD mice (LFD-HFD) had increased body weight 7 weeks after their diet was switched to HFD. Puberty-restricted HFD mice (HFD-LFD) had similar weights to those fed lifelong LFD. The weight gains in mice fed HFD and LFD-HFD were 14±8 % and 17±9 %, respectively, by end of the experiment at 71 weeks of age. LFD mice (n=33); HFD mice (n=31); HFD-LFD (n=31); LFD-HFD (n=31).

**Figure 7:**
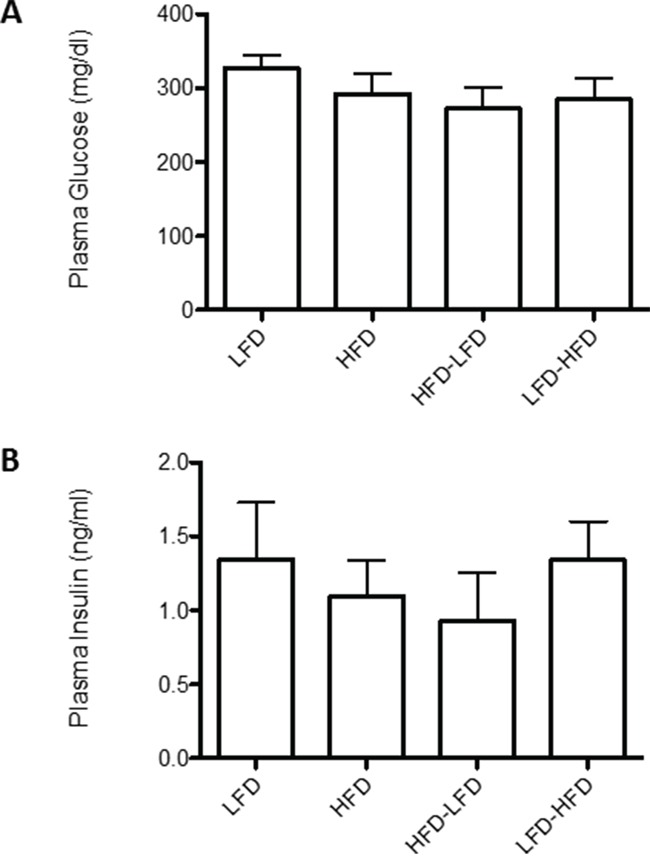
Effects of dietary regimens on plasma levels of glucose and insulin Non-fasting plasma **A.** glucose and **B.** insulin levels were measured in tumor bearing mice. No significant differences were found between dietary regimens. LFD (n=8); HFD (n=8); HFD-LFD (n=8); LFD-HFD (n=8).

## DISCUSSION

In *Trp53-null* initiated tumors, we have identified two different life stage periods of increased tumor development in response to HFD. Puberty-restricted HFD (HFD-LFD) was sufficient to increase tumor incidence in mice at one year of age, but the magnitude of this promotional effect diminished over a longer time frame. Despite switching to LFD in adulthood, the short 7 weeks of pubertal HFD exposure promoted tumor cell proliferation, increased angiogenesis, and increased recruitment of total and M2 macrophages in epithelial tumors, similarly to adult-restricted exposure to HFD.

*Trp53-null* initiated tumors were also promoted by adult-restricted HFD. This differs from our findings on HFD exposure in the DMBA model, where pubertal exposure was required for enhanced tumorigenesis [11, 12]. It is possible that this difference has a basis in *Hras1* being a common mutational target in DMBA-induced mammary tumorigenesis [20–22], while *Trp53-null* mutations may reduce the occurrence of *Hras1*-mutant tumors [23]. It is also plausible that the longer time course of tumorigenesis for the *Trp53-null* tumors simply provides a longer window for adult HFD effects to occur than does the shorter window for adult HFD exposure in the DMBA model. Over a longer 500-day time frame, adult-restricted HFD and lifelong HFD initiated in puberty significantly increased tumor incidence. Among epithelial tumors, in addition to promoting tumor cell survival by reducing apoptosis, lifelong and adult-restricted HFD also enhanced angiogenesis, and increased recruitment of total and M2 macrophages. Unlike puberty-restricted HFD exposure, lifelong exposure to HFD did not increase tumor cell proliferation. In addition to increasing overall mammary tumor incidence, only adult-restricted HFD, among the dietary regimens, significantly increased the incidence of spindle cell carcinoma, which was previously characterized to have many features of epithelial-to-mesenchymal transition (EMT) and a gene expression profile similar to the claudin-low (CL) intrinsic subtype of human breast cancer [24]. About 65-80% of CL human breast cancers are reported to be ER- PR- and lacking expression of keratins 5 and 18 [25]. With our *Trp53-null* mammary transplant model, all spindle cell carcinomas were ER- PR-, and the majority lacked keratin 5 and 18 expression. Genomic analysis of CL breast cancer identified a high level of genomic instability with many gains and losses. This suggests that CL tumors are likely driven by several oncogenic events. It is noteworthy that both lifelong and adult-restricted HFD mice experience lengthy exposure to HFD, yet the dramatic increase in spindle cell carcinoma is specific to adult-restricted HFD. Examination of macrophage levels in pre-tumor mammary glands showed that macrophage levels were elevated in mice exposed to a puberty-restricted HFD (i.e., HFD-LFD; p=0.091) and showed a similar trend in mice with lifelong HFD. Perhaps this early increase in the number of macrophages prior to tumor occurrence partially suppresses the occurrence of spindle cell carcinomas under lifelong and puberty-restricted HFD regimens, while adult-restricted HFD mice, having fewer macrophages in pre-tumor tissue, are more permissive for their occurrence.

The defining characteristic of puberty-restricted HFD is heightened recruitment of M2 macrophages to the normal mammary epithelium prior to tumor development. Heightened recruitment to normal epithelium was initially observed in our earlier studies of the effects of puberty-restricted HFD in both the presence of DMBA and in the absence of a tumor-inducing agent [12], and is reiterated in these current studies in the *Trp53*-null mouse model. This may indicate a critical role of macrophages in puberty, as well as the sensitivity of puberty to HFD effects. In this regard, macrophages are indeed known to be essential for pubertal mammary gland development [18]. Furthermore, *Trp53*-null tumors occurring in mice exposed to puberty-restricted HFD show the highest levels of both total and M2 macrophage recruitment among tumors occurring across the several dietary regimens. This was also the case in DMBA-induced mammary tumorigenesis [12]. Tumor-associated M2 macrophages are known to promote the growth of tumors through support of angiogenic and tissue remodeling processes, as well as immune suppression [26]. Their presence at early pre-neoplastic stages in tumor development suggest a critical role in tumorigenesis [27].

The defining characteristic of adult-restricted HFD is heightened occurrence of spindle cell carcinoma, which resembles CL human breast cancers. As noted above, this may be an inverse function of macrophage recruitment. The various dietary regimens did not differentially affect spindle cell carcinoma proliferation, apoptosis, or vascularization. It is also unlikely that the increased incidence of spindle cell carcinoma with adult-restricted HFD is a consequence of the metabolic effects of extended HFD exposure, as similar levels of plasma and glucose were observed across all dietary regimens.

Pathway analysis based on RNA expression of the tumors found that early occurring tumors upregulated molecular functions associated with type 1 diabetes and systemic autoimmune syndrome. The genes identified across these molecular functions are almost completely identical and, while associated with the pathology of diabetes, are genes more generally associated with autoimmune activity. Previous studies have implicated p53 in immune regulation. A functional *Trp53* polymorphism is associated with susceptibility to several autoimmune disorders, including systemic lupus erythematosus [28–31], Hashimoto's thyroiditis [32], and rheumatoid arthritis [33]. Most relevant to the current study, somatic *Trp53* mutations were identified in the synovia of rheumatoid arthritis patients [34–38], pointing to the function of p53 in non-immune cells in the etiology of autoimmunity. A likely mechanism for a *Trp53-null* genotype mediating enhanced autoimmune activity is dysregulation of apoptosis. For example, *Trp53* drives epithelial *CD200* expression, which reduces immune reactivity to apoptotic self-antigens [39]. Another apoptotic related function of *Trp53* is the induction of the pro-apoptotic death domain 1α protein (DD1α), which is involved in macrophage recognition and clearance of apoptotic cells [40]. DD1α-deficient mice show autoimmunity and inflammation associated with their inability to clear apoptotic cells. Consistent with the modulation of apoptosis with age, ANOVA performed on TUNEL values found an interaction between diet and time of epithelial tumor onset that approached significance. Future studies should evaluate whether failure to express *CD200* and/or *DD1*α may be the basis for enhanced autoimmunity under *Trp53*-deficiency. Further, it should be noted that that dietary treatments were largely without effect on glucose and insulin levels, highlighting the immune rather than metabolic significance of the identified molecular functions. It is interesting that increased autoimmune activity is identified in early versus later occurring tumors. An age-related decline in T cell activity is well-established in mouse models (reviewed in [41]). At the same time, there is also an increased abundance of immunosuppressive Treg cells with age (reviewed in [42]).

We previously reported that a puberty-initiated lifelong HFD decreased DMBA-induced tumor latency, partly by increasing tumor proliferation, angiogenesis and recruitment of M2 macrophages [11]. Recently, we reported that only puberty-restricted HFD, but not adult-restricted HFD, promoted DMBA-induced tumors [12]. A similar pubertal sensitivity to HFD was identified in the MMTV-*neu* model, where only puberty-initiated HFD promoted development of second tumors [13]. However, here we find that HFD confers similar changes in proliferation, angiogenesis, and macrophage recruitment to *Trp53-null* initiated tumors, when given either only in puberty or only in adulthood. This discrepancy in the life stage-related effects of HFD between tumor models might be caused by differential sensitivity to HFD between tumor subtypes. Indeed, recent human epidemiological studies suggest that this may be the case in humans [7]. In the DMBA carcinogenesis model, a significant proportion of the early developing tumors from mice fed a puberty-restricted HFD were adenosquamous carcinomas [11, 12], which are rare in the *Trp53-null* transplant model. In contrast, the spindle cell carcinomas promoted by adulthood-restricted HFD in the *Trp53-null* transplant model are rare in other murine carcinogenesis models [24].

A limited number of randomized, controlled studies of dietary intervention to prevent breast cancer have been carried out with mixed conclusions. One study that focused on women with high mammographic density found no reduction in breast cancer risk with reduced dietary fat [43]. Another study focusing on post-menopausal women, while finding no significant protective effect for low fat intervention, reported a trend toward a protective effect in women with highest baseline fat intake [44]. However, these women also showed significant weight loss with low fat intervention, so it is unclear whether the benefit is from low fat in itself or from decreased body mass index (BMI). Here, we found that switching mice from a pubertal HFD to an adult LFD does not confer short-term protective effects. Puberty-restricted HFD mice showed increased incidence of mammary tumors over LFD mice during the initial year of our study. Over a longer time course of 500 days, the difference in incidence of mammary tumors in puberty-restricted HFD and LFD mice became less significant. Whether this reflects a reduction in the risk posed by pubertal HFD or alleviation of adult-specific dietary risk is unclear because adult-restricted HFD poses a significant risk in itself. Nonetheless, the existence of tumor promotional effects by HFD at both puberty and adulthood, and the potential to alleviate the HFD-associated risk demonstrated in this study, offer hope for using dietary intervention as a breast cancer prevention strategy. However, the profound effects of pubertal exposure to HFD on tumor development highlight the importance of successful dietary intervention programs and the need for early life intervention strategies.

Obesity/high BMI (BMI > 30 kg/m^2^) is a well-established risk factor for post-menopausal breast cancer [45]. However, normal weight women who consume high saturated fat and high animal fat diets have increased pre-menopausal breast cancer risk [8]. In the current study, modest weight gains of 14-17% were observed in BALB/c mice fed puberty-initiated lifelong and adult-restricted HFD. This modest weight gain is consistent with previous studies in BALB/c mice demonstrating their resistance to HFD-induced obesity [11, 12, 46]. In the absence of obesity, both puberty- and adult-restricted HFD enhanced tumor cell proliferation [11, 12]. In a similar non-obesogenic context, HFD stimulated growth of injected 4T1 cells in BALB/c mammary fat pads, and promoted liver and lung metastases [47]. Collectively, our findings and those of others suggest that a diet rich in animal fat may promote proliferation in mammary tumors. Our earlier studies found that HFD also stimulated proliferation in normal mammary epithelium [11, 12, 46], however we did not observe this in the current study. The earlier studies examined mice at 7 and 13 weeks of age, while the current study examined normal epithelium at 19 weeks of age. The proliferative response of normal epithelium to HFD may be a property of puberty. We found that mice at 7 and 13 weeks of age have higher basal levels of mammary epithelial proliferation than do mice at 19 weeks of age. Thus, HFD may induce increased proliferation during developmental stages when the mammary epithelium is already proliferating.

These studies show that exposure to HFD restricted to either puberty or adulthood is sufficient to promote *Trp53-null* mammary tumorigenesis in the absence of obesity. This confirms our earlier studies [11, 12] that identified puberty as a life stage particularly sensitive to the promotional effects of HFD in mammary tumorigenesis, and extends these findings to identify adulthood as an independent period of sensitivity to HFD given an appropriate oncogenic initiator. Notably, adult-restricted HFD not only increased the incidence of mammary tumors, but specifically increased the incidence of spindle cell carcinomas that resemble CL breast cancer, suggesting that this may be a useful animal model for human CL breast cancer. Epithelial tumors that developed in mice fed HFD at any life stage showed varying levels of enhanced tumor proliferation, angiogenesis, and macrophage recruitment, all plausible contributors to tumor promotion. Importantly, the identification of puberty as a particularly sensitive life stage for the promotional effects of HFD indicates the potential of an early life dietary prevention strategy to reduce the risk of breast cancer.

## MATERIALS AND METHODS

### Mice

BALB/c *Trp53*^+/−^ breeding mice were obtained from Dr. D. Joseph Jerry (University of Massachusetts, Amherst MA), and *Trp53-null* mice were generated as described [48]. The *Trp53-null* tissue donor mice were maintained on chow diet before mammary gland collection at eight weeks of age. Wild-type recipient female BALB/c mice were purchased from Charles River (Portage, MI) at 3 weeks of age. Mice were randomly assigned into four diet groups (see Diets). Food and water were provided *ad libitum*. Animals were housed in a standard laboratory housing environment with a 12:12 h light–dark cycle, at 20 to 24°C with 40 to 50% relative humidity. All animal experimentation was conducted in accord with accepted standards of humane animal care under guidelines approved by the All University Committee on Animal Use and Care at Michigan State University (AUF #09/14-176-00).

### *Trp53*-null mouse model

Fragments of donor mammary epithelium were collected from female BALB/c *Trp53-null* mice at 8 weeks of age, and transplanted into the cleared inguinal mammary fat pads of 3-week-old female wild type mice as previously described [49, 50]. To minimize donor bias from secondary genetic alterations, mammary duct fragments from 4 donor mice were transplanted to recipient mice in each diet group in equal distribution. Body weights and food consumption were monitored weekly. Animals were palpated for tumor development twice a week starting at 13 weeks of age. Tumors were harvested at 1 cm in diameter. Portions of tumors and mammary glands were formalin-fixed, paraffin embedded for H&E and immunohistochemistry, and the remaining portions of tumors were snap-frozen for later RNA isolation. Mice were monitored for 500 days, and at termination of the studies, mammary glands were formalin-fixed and processed as whole mounts to evaluate transplantation success rate. Transplantation success rates were 59%, 77%, 64% and 72% for the LFD, HFD, LFD-HFD, HFD-LFD groups, respectively. Mammary glands that had no epithelium present were excluded from the analysis of tumor incidence. See Supplementary Table S4 for further detail on mammary gland transplantation and occurrence of mammary tumors.

### Diets

Low fat diet (D11012202; 10% kcal fat) and high fat diet (D11012204; 60% kcal fat) were purchased from Research Diets (New Brunswick, NJ). See Supplementary Table S5 for detailed composition of the diets. For the continuous LFD and HFD groups, diets were initiated after transplantation at 3 weeks of age and maintained throughout the studies. For the HFD-LFD and LFD-HFD groups, mice were initially fed one diet from 3 weeks until 10 weeks of age, and then switched to the other diet thereafter (Figure 8).

**Figure 8:**
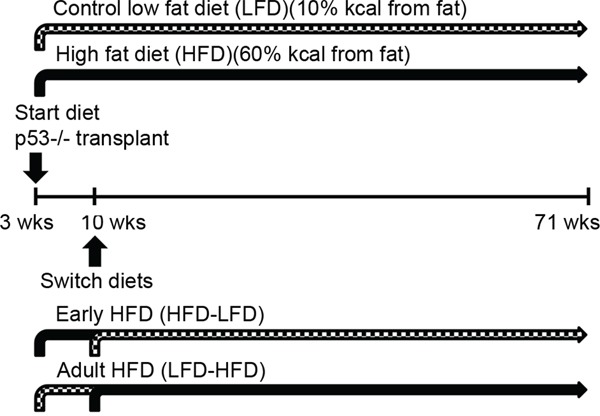
Experimental scheme Fragments of *Trp53-null* mammary duct were transplanted into cleared fat pads of female 3-week-old wild-type BALB/c mice. After the surgery, mice were randomly assigned to four diet groups. The LFD group (n=33) and the HFD group (n=31) were fed their respective diets lifelong and *ad libitum*. To investigate the effects of HFD exposure restricted to puberty, a group of HFD-fed mice (n=31) were switched to LFD (HFD-LFD) at 10 weeks of age. Similarly, to investigate the effects of HFD exposure restricted to adulthood, a group of LFD-fed mice (n=31) were switched to HFD (LFD-HFD) at 10 weeks of age. Tumor development was monitored until mice reached 500 days (71 weeks) of age.

### Immunohistochemistry

5 μm tumor sections were deparaffinized and rehydrated, as previously described [11]. Antigen retrieval was accomplished by autoclaving at 121°C and 15 psi for 30 minutes in citrate buffer (pH 6.0). For blood vessel density determinations, CD31 was detected with rabbit polyclonal anti-CD31 (1:50 in PBS–0.5% Triton X-100; Cat #: AP15436PU-N; Acris Antibodies, Inc., San Diego, CA) at RT for 2 hours. Images were captured using a Nikon Eclipse E400 light microscope (Nikon, Inc., Melville, NY) with a 40X objective lens. The images were overlaid with grids containing 240 squares (324 μm^2^/square). Blood vessel density is expressed as the percentage of CD31-positive squares. For proliferation, PCNA was detected using goat polyclonal anti-PCNA (1:100 in PBS–0.5% Triton X-100; Cat #: sc-9857; Santa Cruz, Biotechnology, Inc., Santa Cruz, CA) at 4°C overnight. For macrophage detection, double staining of F4/80 and Arg1 has been described previously [11] using monoclonal rat anti-F4/80 (1:75 in PBS–0.5% Triton X-100; Cat #: MCA497R; AbD Serotec, Raleigh, NC) and goat anti-Arg1 (1:200 in PBS–0.5% Triton X-100; Cat #: sc-18354; Santa Cruz Biotechnology, Inc.). Detection of ERα and PR was performed as previously described [11]. ERα was detected with mouse anti-ERα (1:10 in PBS–0.5% Triton X-100; Cat #: NCL-ER-6F11; Novocastra Laboratories, Ltd, Newcastle upon Tyne, UK) and PR was detected with rabbit anti-PR (1:200 in 2% BSA in phosphate-buffered saline; Cat #: A0092; DAKO, Carpinteria, CA). Cytokeratin 18 (K18) was detected with mouse anti-cytokeratin 18 (1:75 in PBS–0.5% Triton X-100; Cat #ab668; Abcam, Cambridge, MA) and cytokeratin 5 (K5) with rabbit anti-cytokeratin 5 (1:500 in PBS–0.5% Triton X-100; Cat # 905501; BioLegend, San Diego, CA). Immunofluorescent staining was completed with appropriate secondary antibodies. All immunofluorescence sections were counterstained with 4',6-diamidino-2-phenylindole (DAPI) to visualize nuclei. Images were captured with a Nikon Eclipse TE2000-U fluorescence microscope (Nikon, Inc.) using a 40x objective. At least 1000 cells and at least 3 sections per animal were analyzed. For proliferation, cells were scored positive with the presence of speckled nuclear localization of PCNA [51]. Macrophage density was expressed as the number of F4/80 positive cells per tumor image. For ERα and PR assessment, a minimum of 1000 cells were counted for each tumor. Tumors were considered to be ERα+ if 10% or more of the total cells counted were ERα+ [52]; a minimum of 500 cells per section for each tumor were counted.

### TUNEL

5μm tumor sections were deparaffinized and rehydrated. TUNEL analysis was performed using the TdT-FragEL DNA Fragmentation Detection Kit (EMD Millipore, Billerica, MA) following the manufacturer's directions. At least 1000 cells and at least 3 sections per animal were analyzed.

### Metabolic parameters

Plasma glucose and insulin levels were measured from samples collected at sacrifice from non-fasting tumor-bearing animals, as previously described [11]. Plasma glucose levels were determined by OneTouch UltraMini (LifeScan, Inc., Milpitas, CA) and the insulin levels were determined with the rat/mouse insulin ELISA kit (EMD Millipore), according to the manufacturer's instructions.

### Microarray analysis

Agilent Technologies (Santa Clara, CA) 4X44K whole mouse genome microarrays were performed according to manufacturer protocol with linear amplification and 2-color hybridization using total RNA isolated from mouse mammary tumors (Supplementary Table S6). The reference channel was Universal Mouse Reference (as described in [53]) and was labeled with Cy5. Spots that had intensity greater than 10 dpi in at least 80% of samples were selected for subsequent analysis. Data were Lowess normalized and missing data were imputed using k-nearest neighbors with k = 10. A total of 41 microarrays were analyzed. Two class Significance Analysis of Microarrays was performed to identify differentially expressed genes between early vs. late tumor onset among all tumors and among spindle cell and epithelial cell carcinomas separately, pubertal HFD vs. LFD, and spindle cell vs. epithelial carcinoma. All statistical analyses were conducted in R using the samr package in Bioconductor. The cutoff for significance was a 0.10 false discovery rate (FDR) for early occurring epithelial tumors versus late occurring epithelial tumors and for HFD + HFD-LFD versus LFD + LFD-HFD tumors. The cutoff for significance was a 0.05 FDR for spindle cell tumors versus epithelial tumors. A pre-set FDR threshold is generally not advised because the analysis may result in huge variations in the number of candidate genes [54]. An appropriate signature size is important in empirical analyses, since either too many or too few genes may not provide informative and reliable biological interpretations. Based on this consideration, we relaxed the FDR threshold for analysis of early versus late tumors and for HFD + HFD-LFD versus LFD + LFD-HFD tumors to capture more potential biological information; while in the analysis of epithelial versus spindle cell tumors, where thousands of significant genes were identified, a more stringent threshold was used to reduce the number of false positive genes. For genes significantly associated with early versus late tumor onset, gene ontology analyses were conducted using Ingenuity Pathway Analysis. All microarray data discussed in this publication have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) [55] database and are accessible at accession number [GEO: GSE74294] [Puberty-specific promotion of mammary tumorigenesis by a high animal fat diet in P53 −/− mice http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74294 Access date: 24 Oct 2015].

### Statistical analysis

Results are shown as mean ± standard error of the mean (SEM). Differences were considered significant at p <0.05 using Student's t-test or analysis of variance (ANOVA) followed by the Tukey multiple comparison test, as appropriate. Mammary tumor free survivals were determined from Kaplan-Meier plots by log-rank tests. Tumor incidence was analyzed by the Chi-square test.

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: Pubertal and adult windows of susceptibility to a high animal fat diet in Trp53-null mammary tumorigenesis
**Source:** Oncotarget. 2016 Nov 4;7(50):83409–23. doi: 10.18632/oncotarget.13112
**Supplement:** Supplementary file 2

**Table S3. Gene ontology analysis comparing early tumors to late tumors.**

**Down-Regulated Molecular Functions**

| **Categories** | **Function Annotation** | **B-H Adjusted p-Value** | **Molecules** | **No. of Molecules** |
| --- | --- | --- | --- | --- |
| Antimicrobial Response, Inflammatory Response | antiviral response | 1.58E-03 | IFIT1B,IFIT2,IFITM3,IL12B | 4 |
| Cellular Movement, Hematological System Development and Function, Immune Cell Trafficking | cell movement of myeloid cells | 4.68E-02 | CCL25,IL12B,IL2RB,Irgm1 | 4 |
| Cellular Movement, Hematological System Development and Function, Immune Cell Trafficking, Inflammatory Response | cell movement of macrophages | 4.15E-02 | CCL25,IL12B,Irgm1 | 3 |
| Endocrine System Disorders, Gastrointestinal Disease, Immunological Disease, Metabolic Disease | insulin-dependent diabetes mellitus | 2.89E-05 | GBP6,IFIT1B,IFIT2,IL12B,IL2RB,Irgm1,RNASE6,Trim30a/Trim30d | 8 |
| Inflammatory Response | inflammation of intestine | 4.68E-02 | CCL25,IL12B,PIP | 3 |
| Lymphoid Tissue Structure and Development, Organ Morphology, Tissue Morphology | abnormal morphology of lymph node | 3.32E-02 | CCL25,IL2RB,PIP | 3 |

**Up-Regulated Molecular Functions**

| Categories | Function Annotations | B-H Adjusted p-Value | Molecules | No. of Molecules |
| --- | --- | --- | --- | --- |
| Antimicrobial Response, Inflammatory Response | antimicrobial response | 4.06E-03 | Defa3 (includes others),DHX58,IRF7,Mx1/Mx2,RSAD2,SLAMF8,STAT1 | 7 |
| antiviral response | 5.59E-03 | DHX58,IRF7,Mx1/Mx2,RSAD2,STAT1 | 5 |
| Cell Death and Survival | killing of cells | 2.13E-02 | ADAR,CCR5,ITGAE,STAT1,TNFSF10 | 5 |
| Cell Signaling | replication of viral replicon | 4.06E-03 | ADAR,Mx1/Mx2,RSAD2 | 3 |
| Cellular Development, Skeletal and Muscular System Development and Function, Tissue Development | differentiation of myoblasts | 3.19E-02 | CXCL10,Cxcl9,Prl2c2 (includes others),STAT1 | 4 |
| Cellular Function and Maintenance, Hematological System Development and Function | function of T lymphocytes | 4.51E-02 | CCR5,CXCL10,HSH2D,IRF7,NLRC5,TNFSF10,Trim30a/Trim30d | 7 |
| function of lymphocytes | 4.52E-02 | CCR5,CXCL10,HSH2D,IRF7,NLRC5,STAT1,TNFSF10,Trim30a/Trim30d | 8 |
| Endocrine System Disorders, Gastrointestinal Disease, Immunological Disease, Metabolic Disease | insulin-dependent diabetes mellitus | 8.51E-14 | CCR5,CXCL10,Cxcl9,GBP6,Gbp8,Gm5431,HERC6,HPSE,IFI16,IFI44,Ifi47,Iigp1,IRF7,ITGAE,PARP14,STAT1,STAT2,Tgtp1/Tgtp2,TNFSF10,TNFSF8,Trim30a/Trim30d | 21 |
| Endocrine System Disorders, Gastrointestinal Disease, Metabolic Disease | diabetes mellitus | 9.18E-13 | CCR5,CXCL10,Cxcl9,GBP6,Gbp8,Gm5431,HERC6,HPSE,IFI16,IFI44,Ifi47,Iigp1,IRF7,ITGAE,LGALS9B,PARP14,STAT1,STAT2,Tgtp1/Tgtp2,TNFSF10,TNFSF8,Trim30a/Trim30d | 22 |
| Hematological Disease | toxemia | 1.94E-02 | CCR5,CXCL10,Cxcl9,STAT1,Trim30a/Trim30d | 5 |
| Immunological Disease | systemic autoimmune syndrome | 9.18E-13 | CCR5,CXCL10,Cxcl9,GBP6,Gbp8,Gm5431,HERC6,HPSE,IFI16,IFI44,Ifi47,IGFBP4,Iigp1,IRF7,ITGAE,PARP14,STAT1,STAT2,Tgtp1/Tgtp2,TNFSF10,TNFSF8,Trim30a/Trim30d | 22 |
| Infectious Disease | Viral Infection | 5.46E-05 | ADAR,CCR5,CXCL10,DHX58,IRF7,LGALS9B,Mx1/Mx2,RSAD2,STAT1,STAT2,TNFSF10 | 11 |
| replication of virus | 2.45E-03 | CCR5,CXCL10,Mx1/Mx2,RSAD2,STAT1,TNFSF10 | 6 |
| infection of mammalia | 2.95E-03 | BAHD1,CCR5,CXCL10,DHX58,Ifi47,Iigp1,IRF7,ITGAE,STAT1,STAT2,TNFSF10 | 11 |
| anthrax | 4.06E-03 | CXCL10,Cxcl9,STAT1 | 3 |
| Bacterial Infection | 3.19E-02 | BAHD1,CCR5,CXCL10,Cxcl9,IRF7,STAT1,TNFSF10,Trim30a/Trim30d | 8 |
| replication of RNA virus | 3.48E-02 | CCR5,CXCL10,Mx1/Mx2,RSAD2 | 4 |
| Infectious Disease, Respiratory Disease | infection of lung | 3.19E-02 | CXCL10,Cxcl9,STAT1 | 3 |
| Metabolic Disease | glucose metabolism disorder | 9.85E-09 | BGLAP,CCR5,CXCL10,Cxcl9,GBP6,Gbp8,Gm5431,HERC6,HPSE,IFI16,IFI44,Ifi47,Iigp1,IRF7,ITGAE,LGALS9B,PARP14,STAT1,STAT2,Tgtp1/Tgtp2,TNFSF10,TNFSF8,Trim30a/Trim30d | 23 |
| Organismal Survival | survival of organism | 4.52E-02 | CCR5,CXCL10,Cxcl9,DHX58,IFI16,IRF7,Mx1/Mx2,RSAD2,SMN1/SMN2,STAT1,STAT2,TNFSF10 | 12 |
| Protein Synthesis | quantity of interferon | 1.94E-02 | ADAR,DHX58,RSAD2,STAT1 | 4 |

How the deposited data were processed for this re-analysis (not part of the article)

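RNA from 41 tumors of transplanted Trp53-null mammary tissue was hybridised with a common reference on 2-color arrays. The authors deposited each array's scanner output, which gives the intensity of each spot and its local background in both channels, a log10 ratio per spot and flags, together with a matrix of log2 ratios that they had normalized and filtered. The deposited log10 ratios were read only to find the direction of the matrix. Sample conditions came from the sample labels and the paper, and the label of variable morphology was read as epithelial. The labels carry 38 different numbers, 3 of them on 2 tumors each, and whether such tumors come from 1 mouse is not known.

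From the intensities, limma 3.58.1 in R 4.3.3 applied normexp with an offset of 50 and loess, with control and outlier spots given no weight. Spots of a probe were averaged. Spots marked as outliers, 1.09% of the gene values, were left missing in limma's fits, and were imputed from the 10 nearest probes where complete values are needed, which is the case for the SAM statistic, fry, camera and the splits of the samples. Of the 24557 genes tested, 18982 had names found in the GRCm38.p6 gene table, which was used for names only. Differences were tested with lmFit and eBayes and Benjamini-Hochberg adjustment, at 0.10 or, for spindle cell against epithelial tumors, 0.05. The SAM statistic was written anew after its published form, with 100 permutations. Gene sets were tested with fry and camera, and Table S3 molecules were matched through older symbols, 36 of the 39 in its up-regulated functions.

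The genes named are, for each main comparison, up to 5 called higher and 5 called lower with the largest difference among genes with a symbol and a probe well above background in the tumor channel on at least 1 array of each group, every Table S3 gene, and lists of genes that the paper names or that mark claudin-low tumors. The rule, the tests and most alternatives were set before the data were examined. The alternatives changed the background correction, normalization, filter, imputation, probe choice, test, threshold, covariates, slide and samples, or used the authors' matrix.

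The fits were tested on simulated data for 24557 genes with 200 changed by 2 on the log2 scale, in 20 draws. For early against late epithelial tumors 98.7% of the changed genes were recovered with 10.7% false calls, for the pubertal comparison 99.5% with 10.1%, for early against late spindle cell tumors 83.8% with 10.7%, and for spindle cell against epithelial tumors 98.8% with 5.7%. The simulated values were independent between genes and arrays and held no slide or session effect. The change of 2 is larger than the differences named for pubertal HFD and for early against late epithelial tumors. These rates therefore do not give the power or the share of false calls in the real data. Dim probes limit what the arrays can show, and the number of tumors limits the precision. The staining and plasma measurements of the paper and its other supplementary tables were not analysed here.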

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

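The test of the 3 spindle cell arrays with its random draws, the counts without 1 spindle cell array, the counts with outlier spots imputed, the splits with outlier spots left missing and the simulated groups were chosen after the results were seen.

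The effect of pubertal HFD differed between spindle cell and epithelial tumors in 2886 genes (limma interaction, outlier spots left missing). With outlier spots imputed the count was 2904, and the splits and the counts without single or 3 arrays given here are from those imputed values. Of 100 splits within each histology, the real one included, 1 gave as many genes, and the highest other split gave 609. Chance is therefore excluded as the grouping's cause for these imputed values only. The counts of 115, 140 and 171 given below lie under 609 and have no splits of their own, so chance is not excluded for them. The count depends on the processing, with 115 genes from the scanner software's processed signals and 140 from the authors' matrix. It also depends on few arrays. The spindle cell tumors M32L, M86R and M76R, with compressed ratios or low tumor signal, all belong to the group without pubertal HFD, and without them 171 genes were called in place of the 2904. Leaving out 3 spindle cell arrays of any regimen drawn at random gave as few in 3 of 100 draws, with a median of 1714. The draws ranged from 120 to 5927. Leaving out 1 spindle cell array gave from 1491 without M32L to 4189 without M18L, with 1616 without M86R. As draws of 3 arrays moved the count both ways and some fell as low, whether the quality of those 3 arrays accounts for the fall is not decided. A difference in the effect of diet between the histologies stays open and was not tested apart from it.

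The effect of onset differed between the histologies in 1 gene, Olfr160, named here after its value was seen, with a log2 difference of -2.98 (standard error 0.43, limma, adjusted p = 0.00124). Outlier spots are missing for it in 6 of the 12 spindle cell tumors, and 1 of the 3 early ones has a value. With outlier spots left missing, 67 of 100 splits within each histology, the real one included, gave as many genes, so chance is not excluded. With outlier spots imputed the count was 0, and that 100 of 100 splits gave as many decides nothing.

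Of 20 groups of 4 array values examined for a tumor far from the others, 5 had one. Chance gives about 1 in 20, as 5.0% of simulated groups of 4 normally distributed values had one, but the 20 groups share their arrays, so no excess over chance was tested. The share of spots well above background in the tumor channel was 89.9% in the late LFD tumor 11L, 66.7% in the early HFD tumor 65R and 76.8% in the late HFD tumor 62L, against 73.0% to 75.4%, 64.4% to 64.7% and 70.2% to 70.6% in the rest of each group, so that for 65R the gap is small. Outlier spots made up 8.04% on the array of a late HFD-LFD tumor and 22.02% on that of the early HFD tumor 60L. The array of 60L was 1 of 2 in a scan session of their own. Without the 2 arrays of that session the 200 genes of smallest p for early against late epithelial tumors kept their sign in 100% of cases. As those genes were chosen with nearly the same arrays, this decides nothing about the session, and 6 genes were called without these arrays. No biological explanation was tested for the array values.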

How the results depend on the processing

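The scan session block, the imputed outlier spots, the 2 sets of 3 arrays left out, the matrix labels, the probe-wise SAM counts and the slide block within epithelial tumors were chosen after seeing the data. Counts are higher and lower where a pair is given. Unless a value shows it, the cause was not tested. Aquantile normalization leaves log ratios as they are, so it tests nothing here. No paired analysis was possible because the groups compared share at most 1 label number.

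The median differences of the Table S3 autoimmune, Table S3 down-regulated and interferon lists kept their direction under every alternative run. Fry's p stayed under 0.05 except with slide as a fixed block. There the medians were 0.596, 0.25 and 0.607 with p = 0.0826, 0.318 and 0.131 (n = 14 and n = 15 in the fit). That contrast rests on the 12 tumors of the 3 slides that held both early and late ones. On the slide of 56R, 62L, 80L and 92R it is also a contrast of regimen, late HFD against early LFD-HFD. Of the alternatives for single named genes, 275 left the call as it was, 11 added and 9 removed one, and none changed the sign of a called gene.

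Epithelial regimens, with 131 genes in the main setting, gave 594 without background correction, 3 with median centring, 70 with the filter on probes well above background, 224 with dim spots imputed, 290 from the matrix, 13 with slide as a random block, 32 with 1 tumor per shared number, 257 without 42L4B, 60L and M86R, 931 with the SAM statistic, 30 at a threshold of 0.05, and 383 over the pairwise contrasts. Spindle cell regimens gave 1 with the SAM statistic, 1 over the pairwise contrasts, and 0 to 13 with 1 tumor left out.

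Pubertal HFD, with 1 higher and 1 lower, gave 2 higher from processed signals, 3 and 3 without background correction, 0 lower with the mean over probes, 6 and 5 without 42L4B, 60L and M86R, 71 higher with the SAM statistic, 2 and 2 with histology as a covariate, 249 and 104 in epithelial tumors, 47 and 4 with SAM on the matrix probes, and 0 higher at a threshold of 0.05. It gave 0 and 0 with median centring, from the matrix, with 1 tumor per shared number, with slide as a random or a fixed block, and in epithelial tumors with slide as a random block.

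Early against late epithelial tumors, with 1 higher and 0 lower, gave 22 and 14 from processed signals, 2 lower without background correction, 8 and 2 from the matrix, 147 in both directions with 19 lower with the SAM statistic, 213 and 70 with SAM on the matrix probes, 2 higher with 1 tumor per shared number and with slide as a fixed block, 2 and 3 with scan session as a fixed block, and 3 and 3 without 42L4B, 60L and M86R. It gave 0 higher with median centring, with dim spots imputed, under the matrix labels and without 40R4A, 57R and 65R. Over all tumors the 0 genes became 4 from processed signals, 7 from the matrix and 5 with the SAM statistic.

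Spindle cell against epithelial tumors gave 3258 and 349 with median centring, 1074 and 1071 with slide as a random block, 3920 and 4023 with SAM on the matrix probes, and lower counts of 3198 from processed signals, 3791 with the SAM statistic, 3021 at a threshold of 0.10 and 1140 in late tumors only.

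The interaction of pubertal HFD and histology gave 115 from processed signals, 857 without background correction, 1315 with median centring, 1479 with the filter on probes well above background, 140 from the matrix, 1594 without 42L4B, 60L and M86R, and 1764 at a threshold of 0.05. The interaction of onset and histology gave 0 with median centring, the filter on probes well above background, dim spots imputed, outlier spots imputed and the matrix, 2 with no filter, and 11 without 42L4B, 60L and M86R. Signal over background limits these counts to probes seen on most arrays.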

Differences from the paper's values

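The paper's count of genes upregulated after pubertal HFD is 55, and the count here is 1 with limma. Of the alternatives set before the data were examined, the SAM statistic gives 71, within 1.5 times the paper's value, and the others do not come within it, with 249 in epithelial tumors alone and 0 to 3 otherwise. SAM on the probes of the authors' matrix, chosen after seeing the values, gives 47.

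The paper states that the individual regimens showed no significant changes, which it puts down to small sample size. It names no threshold for this and gives 8 epithelial tumors per regimen, against 7 HFD-LFD and 6 LFD-HFD tumors here. Here 131 genes differed between the regimens in epithelial tumors by limma's F-test at 0.10, and 13 with slide as a random block. At 0.05 the F-test gave 30, and the SAM statistic gave 931 at 0.10. Test, threshold and tumors may thus differ from the paper's.

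Table S3 places 12 of the genes matched here under down-regulated functions of early epithelial tumors, without a direction for each gene. Here 9 of these 12 were higher in early tumors, with a median log2 difference of 0.68. The table lists 3 of the 12 under up-regulated functions as well, and of the other 9 genes 6 were higher, with a median of 0.42.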

Other observations

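The tests of receptor genes, of the reference channel as the origin, of the tumor channel alone, of median centring for receptor genes and lists, of slide and T cells for the Table S3 list, of the SAM statistic, of pubertal HFD in epithelial tumors, of the splits with outlier spots left missing and of the exchanged labels were chosen after the results were seen.

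Chance was weighed with 100 splits of the tumors, the real one included. As many genes as in the real grouping were found in 1 split for the epithelial regimens, 1 for spindle cell against epithelial tumors, and 1 for pubertal HFD in epithelial tumors, which excludes chance for these. For pubertal HFD in all tumors 4 splits gave as many as the 2 genes called, and 1 gave 1917, and by the SAM statistic 14 did. Those splits did not keep the histologies balanced, as the real grouping does, and can pick up the difference between them. They cannot decide on chance, which is not firmly excluded there. For early against late epithelial tumors 3 splits gave as many as the 1 gene called, with up to 92, and by the SAM statistic 4 gave as many as the 147, with up to 594. These shares are under 0.05 one by one, but with so many comparisons split they do not firmly exclude chance either. These splits used values with outlier spots imputed, which for pubertal HFD in epithelial tumors gave 536 genes in the real grouping and at most 15 in another. With outlier spots left missing, as in the 353 calls reported, 1 of 100 splits gave as many and the highest other had 18. For the spindle cell regimens, for onset in all tumors and for onset in spindle cell tumors no gene was called, so that 100 of 100 splits gave as many decides nothing. Excluding chance leaves slide open. With slide as a random block 13 genes were called for the epithelial regimens. For pubertal HFD in epithelial tumors 0 were then called higher and 0 lower, in place of the 353. For spindle cell against epithelial tumors 1074 and 1071 were called.

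The scanner files and the matrix carry different labels for the HFD epithelial tumors 40R4A, 57R and 65R. The lowest r of these columns with their best file was 0.965, against a median of 0.968 for the other columns with their own file, which argues against a processing difference on that slide. Which labels are right cannot be read from the values. Under the matrix labels 0 genes were called higher in early epithelial tumors, so the single call depends on these labels. The reference channel accounted for 0% of that call, which as 1 gene decides nothing.

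Among genes called between spindle cell and epithelial tumors, the reference channel moved in the same direction and at least 0.5 times as far in 13.7%. A change shared by both dyes cancels in the ratio, so genes called on the ratio decide nothing about it. The reference channel moved further than the tumor channel in 33.4% of the called genes, which leaves it open as the origin for that share. Over all called genes its median absolute difference was 0.21, against 0.39 in the tumor channel. In most called genes the tumor channel thus moved at least as far, but a part from the reference channel is not excluded there. Olfactory, vomeronasal and taste receptor genes were called higher in spindle cell tumors in 11.1% of 514 cases, against a median of 7.0% in random lists matched on signal, and 3 of 10000 such lists had as many. Among all genes 7.0% were called higher. The share of receptor genes and of all genes was 12.8% and 8.2% from processed signals, 14.6% and 8.8% without background correction, and 21.2% of 189 and 9.4% from the matrix, but 7.6% and 13.3% with median centring, so the excess turns around under that scaling, and a session difference in these genes stays undecided. Median centring moved the median log2 difference of all genes from -0.034 to 0.105. For Olfr1382 the reference channel had a mean log2 signal of 6.92 in spindle cell and 6.94 in epithelial arrays, and the tumor channel 10.54 and 7.22, over the 3 spindle cell and 29 epithelial arrays with a value. As 0 sessions held both histologies, a session difference in the tumor channel alone cannot be told apart from a difference between the histologies.

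The T cell genes had a median log2 difference of -0.012 between early and late epithelial tumors, with 4 of 9 higher, so a larger share of T cells as the source of the Table S3 list is not decided. Slide as a source of that list is open as well. With slide as a fixed block fry's p was 0.0826 and the median fell from 0.87 to 0.596. That contrast rests on the 12 tumors of the 3 slides that held both early and late ones. On the slide of 56R, 62L, 80L and 92R it is also a contrast of regimen. With slide as a random block fry's p was 0.00103 and the median 0.84 (n = 14 and n = 15).

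For genes the paper followed by staining or names, Pecam1 was higher in spindle cell tumors, with a log2 difference of 0.59 (limma, adjusted p = 0.0304), a call that was lost with slide as a random block (0.57, adjusted p = 0.086) and held from processed signals and the matrix (adjusted p = 0.00163 and 0.00842). The gene of DD1α, listed as 4632428N05Rik, was higher by 0.74 (adjusted p = 0.00313), and held its call in these 3 settings, with adjusted p from 0.00079 to 0.0126. The other genes of this list were not called in spindle cell tumors. Krt5 and Krt18 had log2 differences of -0.25 and -0.43 (limma, adjusted p = 0.825 and 0.453). Emr1, Arg1 and Pcna had 0.31, 0.88 and -0.40 (adjusted p = 0.309, 0.199 and 0.0799). Pcna was called from processed signals (adjusted p = 0.0331). Cd200 was higher by 1.02 in early epithelial tumors, which did not pass the threshold (adjusted p = 0.462). The endothelial and fibroblast lists were higher in spindle cell tumors, with medians of 0.59 and 0.82 (fry, adjusted p = 0.0107 and 0.0194), and the milk genes lower, with -1.40 (adjusted p = 0.0442). With camera and an estimated correlation none of these 3 lists passed 0.05, with p = 0.0609, 0.0904 and 0.231 (n = 12 and n = 29). Lists of adipocyte, B cell, cell division, macrophage, skeletal muscle and T cell genes did not pass an adjusted p of 0.05 there, with medians of -0.21, -0.40, -0.31, 0.26, -0.27 and -0.62. With median centring the endothelial, fibroblast and milk medians were 0.909, 1.363 and -1.198. Those of the B cell, macrophage and T cell genes were -0.369, 0.659 and -0.388. The adipocyte, cell division and skeletal muscle medians changed sign, to 0.073, 0.079 and 0.023. The centred macrophage and cell division medians are over 10 and 15 genes, against 11 and 16 above. Over those 10 and 15 genes the medians without centring were 0.238 and -0.284.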
